A study of Mus musculus with 8 samples. Its data were reported in "TAF4 Inactivation Reveals the 3 Dimensional Growth Promoting Activities of Collagen 6A3" (2014).

How the data were processed

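Gene expression was measured in immortalised mouse embryonic fibroblasts labelled as lacking TAF4, which is part of the transcription factor TFIID, on the C57BL/6 background. The labels place the 8 libraries in 3 groups: 3 libraries of untreated cells at 12 h, 3 of cells given retinoic acid (RA) for 12 h, and 2 of cells given RA for 72 h. The design text of the series counts 7 samples, but its sample list and the deposited table hold 8, and all 8 were used. There was no untreated library at 72 h, so treatment and time in culture changed together in every comparison of 72 h with untreated cells. By their genotype labels, all 8 libraries are TAF4-null, and this was followed here. Their titles carry cl1, however, which resembles the study's name (C1) for its TAF4-expressing line, while the study's methods and supplement name the TAF4-null line for the RA-treated cells.

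The labels and the study's methods describe the libraries differently. Per the labels, polyadenylated RNA was captured on oligo(dT) beads, its cDNA was digested with DpnII, a fragment of 17 bases beside the DpnII site was released with MmeI, and reads of 18 bases were made on a Genome Analyzer II. The study's methods describe fragmented RNA, longer reads, alignment to the mouse assembly mm9 (NCBI37) with Tophat, counting with Cufflinks and Ensembl models, and normalization by the authors with DESeq. They also give another time than 72 h for the later RA treatment, while the study's results and the labels give 72 h, which was followed. The values of the table were therefore tested against both descriptions, with the results among the other observations.

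The authors deposited a table of normalised reads per Ensembl gene, with 1 column per library and decimal commas. It holds 22200 genes; 1 further line without a gene was left out. The sorted values of all 8 deposited columns were identical, and 100% of the values below 1000 were exact multiples of 0.125, the step that a mean over 8 whole numbers gives, so the authors had quantile normalised the libraries. The values are therefore not counts, and methods for counts were not applied. The lowest value was 1, which 2883 genes took in each library, and 0 genes took it in all 8, so genes at the floor throughout are not in the table. Each column summed to 9442018.6 normalised reads, with a median of 20.75 per gene and 9.78% of the total in the 10 highest genes. The depth of each library is lost by this normalization, and no counting interval or detection limit can be given. The authors also deposited log2 ratios of the group averages; these equalled the log2 ratio of the group means within 0.001 for 22199 of 22200 genes, the exception being Olfr936. The header of the last ratio column names 12 h over 72 h, but its values are 72 h over 12 h. These ratios carry no test and were not used as results.

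Values were transformed as log2(value + 1). Genes with a mean of at least 10 over the 8 libraries were tested, which left 12673 genes. One linear model with the 3 groups was fitted with limma (version 3.58.1, R 4.3.3), with a variance trend by level, and 3 contrasts were taken from it: RA 12 h against untreated, RA 72 h against untreated, and RA 72 h against RA 12 h. The groups shared one estimate of the spread because 72 h had 2 libraries. All limma p-values are two-sided, and were adjusted by Benjamini-Hochberg over the genes tested within each contrast. A gene was called when its adjusted p was below 0.05 and its change was at least 2-fold. A count by a 3-fold rule, with the unadjusted limma p at most 0.05, was added because the study summarised its response by 3-fold changes. These choices, the gene lists and the rule for naming genes were fixed before the data were examined. The pipeline was tested on simulated data: in the comparison of 12 h with untreated, 196 of 200 changed genes were recovered (98%) with 1 false call, at 72 h against untreated 194 of 200 (97%) with 1 false call, and at 72 h against 12 h 387 of 400 (96.75%) with 2 false calls. The planted changes were at least 3-fold and lay in genes well above the filter. The simulated noise was independent between libraries, without the shared axis described in the results. These rates therefore do not cover changes near 2-fold, genes near the filter, or false calls that come from that axis.

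The genes named are the 33 symbols of a panel drawn from the subjects of the study (31 were in the table and tested; Col6a1 and the symbol Taf4 were not found there, and Taf4 is listed as Taf4a) and, for each contrast, the 5 genes with the largest positive and the 5 with the largest negative log2 change among the called genes whose replicate values did not overlap between the groups and whose mean was at least 20 in the higher group. Any other gene named was chosen after its values were seen, and the text says so. Gene coordinates are 1-based on mm9 from the annotation of that assembly, in which 21465 of the 22200 identifiers (96.7%) were found.

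The 8 gene sets were tested in each contrast with camera (preset inter-gene correlation 0.01), adjusted over all 24 tests, with fry and with camera under an estimated correlation beside it. The hand-written sets were retinoid response (10 of 14 symbols tested), cell cycle (33 of 35), interferon response (18 of 24), Wnt targets (12 of 16) and YAP and TEAD targets (20 of 23). The collagens were all 32 tested genes with a collagen symbol. The study's supplementary lists of genes induced (529 of 667 tested) or repressed (579 of 713 tested) in dense culture came from other libraries of the study. For both lists the study's text gives a slightly higher number of transcripts than the genes counted here. The study's lists of genes raised (80) or lowered (42) by RA were chosen by the authors on the libraries tested here, so their calls are not independent evidence. Overlaps of lists were tested by Fisher's exact test against the 12673 tested genes. The agreement of the changes at 12 h and 72 h, which share their untreated libraries, was set beside 100 simulations of unchanged groups that share them in the same way.

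The alternatives were: TMM factors and median-of-ratios size factors, both computed on the table's values; one total per library; quantile normalization of the tested genes; pseudocounts of 0.5 and 10; no filter, and a filter at a mean of 50; robust moderation of the variances; only the 2 groups compared in the fit; other thresholds; the replicate number as a block; and leaving out each library in turn. Added after seeing the data were a term for 2 sides of libraries (described in the results) and the subtraction of reads spread over the gene body. The sides were taken from the first principal component of the deviations of the libraries from their group means. Background reads over the gene body were estimated in each library as the 25th percentile of normalised reads per Mb among genes longer than 0.5 Mb, and scaled by each gene's span. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for tables, DpnII sites and exact tests.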

Results

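Expression was measured in 8 libraries of fibroblasts labelled TAF4-null: 3 untreated at 12 h, 3 given RA for 12 h and 2 given RA for 72 h. All values are quantile-normalised reads per gene, on a scale that runs from 1 to 165593 with the same total of 9442018.6 in each library, so the libraries cannot be compared for depth. Between replicates of the untreated group, Spearman's rho over the tested genes lay between 0.981 (replicates 2 and 3) and 0.992 (replicates 1 and 2). In the RA 12 h group it lay between 0.990 and 0.994, and it was 0.990 between the 2 libraries of RA 72 h.

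The libraries differed within their groups along one shared axis. This axis held 50.1% of the within-group variance of the tested genes, against a mean of 20.8% and a highest of 21.8% in 100 simulations with independent noise. It placed untreated replicates 1 and 2, RA 12 h replicate 3 and RA 72 h replicate 2 on one side (side 1), and untreated replicate 3, RA 12 h replicates 1 and 2 and RA 72 h replicate 1 on the other (side 2). With 2 libraries at 72 h, one falls on each side by construction. The replicate numbers do not follow the sides, and the labels give no batch. The sides also differed in how the values ran with the genomic span of the genes. Across 12503 genes, which are not independent replicates, the deviation of a library from its group mean fell with span in the 4 libraries of side 1 (Spearman's rho from -0.277 to -0.07) and rose with it in the 4 of side 2 (0.137 to 0.300). Each comparison is therefore given within the sides as well. In every named gene that was called in a contrast, the values of the 2 groups did not overlap, as the rule for genes named by size required; chance gives this in 10% of genes for groups of 3 and 3 and in 20% for groups of 3 and 2. The sides were defined from these data. Called genes were selected on the same libraries, so that they have one direction within both sides is expected and is no independent evidence.

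**Figure D1:**
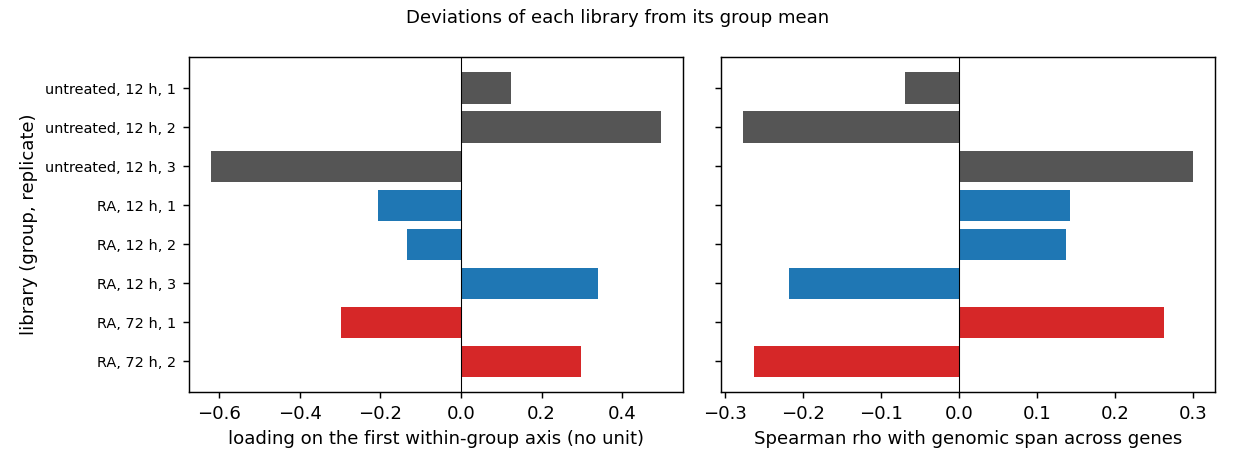
Bars give, for each of the 8 libraries, its loading on the first within-group axis (left, no unit) and Spearman's rho across genes between its deviation from the group mean and the genomic span of the gene (right); grey is untreated, blue RA 12 h and red RA 72 h. The 4 libraries with positive loadings have negative rho, the lowest being -0.277 in untreated replicate 2.

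The comparison of RA for 12 h with untreated cells, both labelled 12 h, asks which genes respond early to RA. Of the 12673 genes tested, 180 (1.42%) were called, 141 higher and 39 lower in RA. The threshold was the choice that moved this count most: 554 genes passed the adjusted p without a fold-change minimum (364 higher and 190 lower), and 59 with a minimum of 3-fold. One library also mattered: without untreated replicate 3 the fit called 322 genes (241 higher and 81 lower), 171 of them among the 180. The untreated libraries left in that fit are all on side 1, while RA 12 h replicates 1 and 2 are on side 2. RA and side are then partly confounded, so the added calls cannot be credited to RA. All 180 genes changed in the same direction when RA and untreated libraries were compared within side 1 and within side 2, and 137 changed at least 2-fold within both. Across all tested genes, Pearson's r between the changes within the 2 sides was 0.479. With the side as a term in the fit, 197 genes were called (150 higher and 47 lower), of which 172 were among the 180. The log2 change rose with the genomic span of the gene, with Spearman's rho of 0.203 over 12503 genes, 0.354 among genes with a mean from 10 to 50, and 0.047 at 1000 and above.

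Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84521938 to 84543740) rose most at 12 h, from 59.0 ± 16.8 to 3746 ± 759 normalised reads (SD, n = 3 in each group), a log2 change of 5.99 ± 0.20 (SE, adjusted p 3.76e-09). It encodes an enzyme that degrades RA. The next largest rises were in Prss35 (4.63), Ddx25 (4.33), Inmt (4.08) and Dhrs3 (3.46), on the log2 scale. The untreated means of Ddx25 (4.42) and Inmt (1.75) lay near the floor of the table, so their changes depend on the pseudocount: with 10 in place of 1 they were 2.99 and 2.22. The largest falls were in 1190002H23Rik (-2.11), Ccl7 (-2.02), Gper (-1.96), Tnfrsf11b (-1.92) and Ahr (-1.81). Tnfrsf11b (ENSMUSG00000063727, chromosome 15, 54082174 to 54110039) went from 7632 ± 687 to 2029 ± 376 normalised reads (adjusted p 1.12e-06). The call of Gper (adjusted p 0.0356) was lost without untreated replicate 1 (-1.89) or 2 (-1.73) and without RA 12 h replicate 1 (-1.75), 2 (-2.28) or 3 (-1.85), without a filter (-1.96), and with the gene-body background subtracted (-2.05). With a pseudocount of 10 its change was -1.17.

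Among the 31 tested genes of the panel, 7 were called higher at 12 h and 1 lower, and the counts adjusted over the list alone were also 7 and 1. Besides Cyp26b1 and Dhrs3, the genes called higher were Tgm2 (3.34), Wnt9a (2.65), Blnk (2.0), Rarb (1.76) and Sox2 (1.10). The call of Sox2 was lost without RA 12 h replicate 1 (0.91) or untreated replicate 2 (0.96). Background reads estimated from long genes came to 32.1 of the 45.4 normalised reads of Rarb in untreated cells (70.7%). The log2 change of Rarb with that background subtracted was 2.99. The share depends on the percentile chosen. The 25th, used here, was 73.8, 56.4 and 118 normalised reads per Mb in untreated replicates 1, 2 and 3. The 5th was lower, at 37.1, 27.6 and 52.1. The gene called lower was Col6a3 (ENSMUSG00000048126, chromosome 1, 92663435 to 92740529), which went from 1346 ± 114 to 604 ± 58.7 normalised reads, a log2 change of -1.15 ± 0.11 (adjusted p 2.33e-05). Its change was -1.01 within side 1 and -1.26 within side 2. The study's RT-qPCR, on cells grown dense before RA, found only a negligible fall of Col6a3 at 12 h. The labels do not give the density of the libraries used here. Col6a2 (-0.86, adjusted p 0.000771) and Sfrp2 (-0.92, adjusted p 0.000271) passed the adjusted p but not the 2-fold minimum. Spp1 (0.97, adjusted p 0.00182) did the same, and passed both without untreated replicate 3 (1.12) or RA 12 h replicate 3 (1.12). Either omission leaves that group with libraries of a single side, so RA and side are partly confounded in both fits. With the side as a term the change of Spp1 was 0.83.

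**Figure D2:**
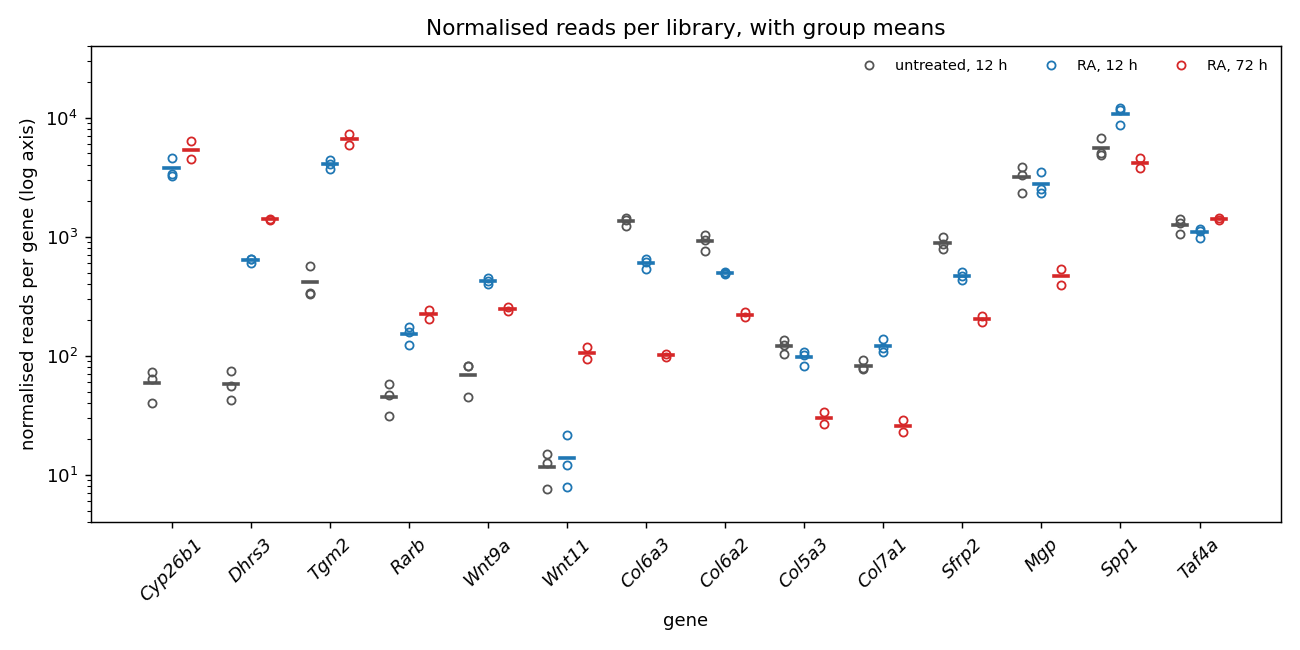
Normalised reads (log axis) of 14 panel genes in each library (circles) with the mean of each group (bars): untreated at 12 h in grey (n = 3), RA 12 h in blue (n = 3) and RA 72 h in red (n = 2). Col6a3 stood at 1346, 604 and 101 normalised reads in the 3 groups, and Cyp26b1 at 59.0, 3746 and 5391.

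The comparison of RA for 72 h with untreated cells covers the time by which the treated cells have changed shape; time in culture differs between its groups as well as treatment. It called 465 genes (3.67%), 272 higher and 193 lower. Without the fold-change minimum 1456 genes passed, 771 higher and 685 lower. All 465 changed in the same direction within both sides, 330 of them at least 2-fold within both, and Pearson's r across genes between the changes within the sides was 0.695. With the side as a term 512 genes were called, 450 of them among the 465. The change ran with genomic span (rho 0.178), more so among genes with a mean from 10 to 50 (0.317).

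In the main fit Cyp26b1 also rose most at 72 h, to 5391 ± 1293 normalised reads (SD, n = 2), a log2 change of 6.51 ± 0.23 (adjusted p 1.79e-09). Ddx25 (6.50), Prss35 (5.95), Dhrs3 (4.60) and Fbln7 (4.26) followed. The untreated mean of Ddx25 (4.42) lay near the floor, so its place in this order depends on the setting. With a pseudocount of 10 the change of Ddx25 was 5.07, below that of Prss35 (5.4). With the gene-body background subtracted it was 6.91, above that of Cyp26b1 (6.56). The largest falls were in Penk1 (-4.44), Ccl5 (-4.38), Col6a3 (-3.73), 1190002H23Rik (-3.35) and Stmn2 (-3.12). Penk1 (ENSMUSG00000045573, chromosome 4, 4060678 to 4065966) went from 621 ± 31.5 to 27.8 ± 4.24 normalised reads (adjusted p 1.69e-09). Ccl5 stood at 4.06 ± 0.97 normalised reads at 72 h and Stmn2 at 6.31 ± 2.39. There the estimated background over the gene body was 91.9% of the value of Stmn2, so the sizes of these falls depend on the background and the pseudocount. That share rests on the 25th percentile per Mb (131 and 91.9 in RA 72 h replicates 1 and 2). The 5th percentile was lower (60.5 and 39.6) and would give a smaller share. With a pseudocount of 10 the change of Ccl5 was -3.01.

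Of the 31 panel genes tested, 8 were called higher and 7 lower at 72 h, with the same counts adjusted over the list alone. All 4 collagens that the study named as lowered were called. Col6a3 stood at 101 ± 4.77 normalised reads (log2 change -3.73 ± 0.13, adjusted p 1.69e-09), with -3.75 within side 1 and -3.72 within side 2. Its change lay between -3.80 and -3.68 when any one library was left out. Col6a2 (ENSMUSG00000020241, chromosome 10, 76058507 to 76086375) fell from 912 ± 147 to 222 ± 13.5 normalised reads (-2.02 ± 0.14, adjusted p 9.32e-07). Col5a3 (-1.96 ± 0.20, adjusted p 2.84e-05) and Col7a1 (-1.63 ± 0.19, adjusted p 0.0001) fell from lower levels, 121 ± 16.8 and 82.2 ± 7.97. Mgp (-2.75), Sfrp2 (-2.11) and Irf7 (-1.08) were the other genes called lower. Tgm2 (4.03), Wnt11 (3.12), Rarb (2.31), Wnt9a (1.86), Blnk (1.60) and Sned1 (1.04) were called higher beside Cyp26b1 and Dhrs3. The call of Irf7 was lost without RA 72 h replicate 1 (-0.99) or 2 (-1.17) and without untreated replicate 1 (-1.09) or 2 (-0.94), with a pseudocount of 10 (-0.94), and with the gene-body background subtracted (-1.09). That of Sned1 was lost without RA 72 h replicate 1 (1.17) or 2 (0.90) and without untreated replicate 3 (0.78), with a pseudocount of 10 (0.92), without a filter (1.04), with the replicate number as a block (0.96), and with the gene-body background subtracted (1.11).

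The comparison of RA at 72 h with RA at 12 h asks how the response developed. It called 190 genes (1.5%), 97 higher and 93 lower at 72 h, and 740 without the fold-change minimum (370 higher and 370 lower). All 190 had the same direction within both sides, and 127 changed at least 2-fold within both. Pearson's r between the sides was 0.538, and the fit with the side as a term called 230 genes, 178 of them among the 190. This change ran little with genomic span (rho 0.029). The largest rises were in Wnt11 (2.95), Hist1h1d (2.38), Ddx25 (2.17), C230078M08Rik (2.15) and Cdo1 (2.11). Wnt11 (ENSMUSG00000015957, chromosome 7, 105983622 to 106003705) stood at 11.7 ± 3.75 normalised reads in untreated cells, 13.9 ± 7.04 at 12 h of RA and 106 ± 18.6 at 72 h (adjusted p 0.000659 against 12 h). The call of C230078M08Rik was lost without RA 72 h replicate 2 (1.86) and in the fit with the gene-body background subtracted (2.15). C230078M08Rik has no coordinates in the annotation, so nothing was subtracted from its own values and its change stayed the same. The largest falls were in Ccl5 (-3.35), Penk1 (-2.72), Mgp (-2.57), Col6a3 (-2.57) and Mmp10 (-2.43). Ccl5 lay near the floor at 72 h, and this order depends on the pseudocount. With a pseudocount of 10 the fall of Ccl5 (-2.10) was smaller than those of Mgp (-2.55), Col6a3 (-2.47) and Penk1 (-2.39). Mmp10 had been called higher at 12 h (1.45), a call lost without RA 12 h replicate 1 (1.39) and with the gene-body background subtracted (1.46), and at 72 h was below untreated cells (-0.98, adjusted p 0.0606, not called); that difference from untreated passed the threshold without untreated replicate 1 (-1.28).

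The 12 h and 72 h changes were then compared with each other. Of the 180 genes called at 12 h, 135 were called at 72 h too, 104 higher and 31 lower at both times, and 0 in opposite directions by limma (at an unadjusted p at most 0.05 at both times, 50 genes had opposite directions, 0 of them at least 2-fold both times). In simulated unchanged groups 0 genes were called at both. Of the 180, 177 had the same sign at 72 h (98.3%). As the 2 contrasts share the untreated libraries, some agreement arises by construction, and as many simulated genes with the lowest p at 12 h had the same sign in 86.9% on average and 92.2% at most. Spearman's rho between the changes over the 12673 genes was 0.545, against a mean of 0.415 and a highest of 0.439 in the simulations. Pearson's r was 0.673, against a highest of 0.469. The noise of these simulations was independent between libraries, so any agreement that comes from the shared axis is missing from them. With the side as a term rho was 0.504. Without untreated replicate 2, rho was 0.522 and no longer passed the highest simulated value of 0.531. That simulated value rose alike whichever untreated library was left out (0.53 to 0.531). When the 12 h change was taken from one side and the 72 h change from the other, so that they shared no library, rho was 0.272 with the 12 h change from side 1 and 0.226 with it from side 2.

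**Figure D3:**
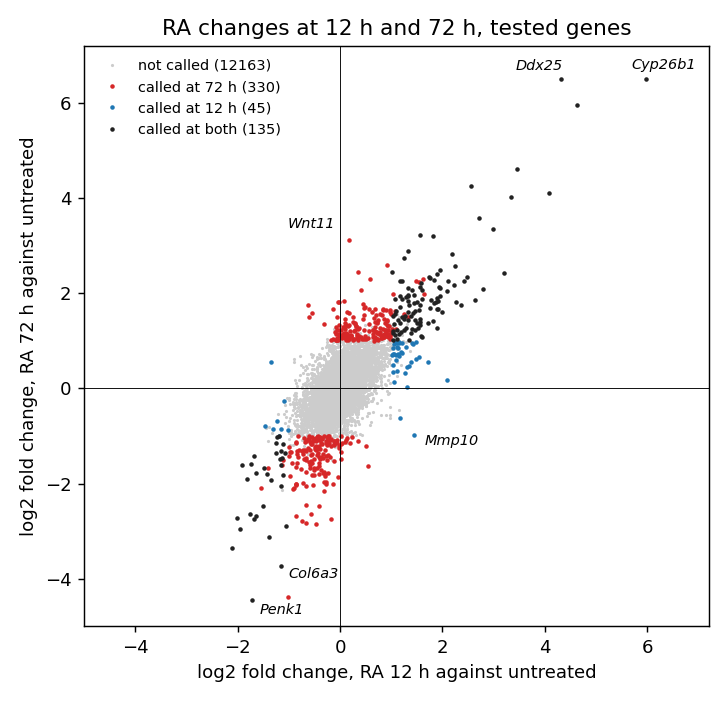
Each point is a tested gene, with its log2 fold change at 12 h (x axis) and at 72 h (y axis) of RA, both against untreated; colours mark genes called at 72 h only, at 12 h only, at both or at neither. The 135 genes called at both times lie in the upper right and lower left corners, and 330 genes were called at 72 h only.

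At 72 h, 330 genes were called that were not called at 12 h, 168 higher and 162 lower. For 112 of these 330 the difference between 72 h and 12 h was itself called. Of the genes called at 12 h, 17 were called as farther from untreated at 72 h than at 12 h and 5 as nearer to it. By the 3-fold rule, 99 genes were higher at 72 h, 43 of them at least 3-fold higher at 12 h too. It gave 68 genes lower at 72 h, 11 of them lower at both times. These counts moved most with a pseudocount of 10 (53, 20, 31 and 7) and with the gene-body background subtracted (143, 57, 148 and 26).

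Of the 80 genes on the study's list of genes raised by RA, 80 were called higher here at 72 h and 56 at 12 h (57 adjusted over the list alone), and 74 rose at 12 h. Of the 42 on its list of genes lowered by RA, 42 were called lower at 72 h and 14 at 12 h (15 adjusted over the list alone), and 41 fell at 12 h. The lists were drawn from these libraries. By the ratio of group means in the deposited table, 69 of the 80 and 38 of the 42 changed at least 3-fold at 72 h, and 30 and 8 did so at both times.

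Of 24 gene set tests, 8 passed with camera at its preset correlation, 16 with fry and 6 with an estimated correlation, and the same 6 passed in all of them. The retinoid response set was higher at 12 h (median log2 change 1.28 over 10 genes, 8 of them higher, camera adjusted p 2.79e-13) and at 72 h (0.76, 9 of 10 higher, adjusted p 1.42e-09). The cell-cycle set did not move at 12 h (median 0.01 and mean -0.01, adjusted p 0.952). It was higher at 72 h, against untreated (median 0.64, 26 of 33 genes higher, adjusted p 1.01e-11) and against 12 h (0.69, 27 of 33 higher, adjusted p 1.5e-15). Within that set 8 genes were called at 72 h against untreated. The study itself compared growth with and without RA, and reported no significant change in cell counts, DNA synthesis or cell-cycle phases. The rise in these transcripts is therefore no evidence of faster growth under RA. The genes listed as repressed in dense culture were higher at 72 h against untreated (median 0.15, 360 of 579 higher, adjusted p 1.01e-05) and against 12 h (0.17, 364 of 579 higher, adjusted p 4.65e-07). Against 12 h, the collagens (median -0.14, 11 of 32 higher, adjusted p 0.00196) and the genes induced in dense culture (median -0.13, 201 of 529 higher, adjusted p 0.00149) were lower with camera and fry, but with an estimated correlation their adjusted p was 0.248 and 0.066. In 5 of the tests that did not pass, the median, the mean and the direction of the test did not have one sign: the cell cycle and both dense-culture lists at 12 h, and the interferon response and the YAP and TEAD targets at 72 h against 12 h.

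The interferon response set had a median of -0.24 at 12 h and -0.26 at 72 h (camera adjusted p 0.0813 and 0.128), and 2 of its 18 genes were called lower at 72 h. The Wnt targets had medians of -0.11, -0.01 and 0.17 in the 3 contrasts (adjusted p 0.123, 0.948 and 0.128), and the YAP and TEAD targets 0.19, 0.01 and 0.03 (0.0813, 0.356 and 0.989). The genes induced in dense culture had a median of -0.15 at 72 h against untreated (adjusted p 0.107). Of the Wnt targets, 2 of 12 were called lower at 12 h and 2 at 72 h. Of the 20 YAP and TEAD targets, 2 were called higher at 72 h against untreated, and 1 was called lower at 72 h against 12 h. The tests that passed with fry and not with camera were the Wnt targets at 12 h (fry adjusted p 0.00705) and at 72 h against 12 h (0.033), the YAP and TEAD targets at 12 h and at 72 h (0.00684 each), the interferon response at 72 h (0.0386), the collagens at 72 h (0.00684), and the genes induced in dense culture at 12 h and at 72 h (0.0442 each). The YAP and TEAD targets passed at 12 h without untreated replicate 2 (0.18), without a filter (0.19) and with the side as a term (0.18), and the collagens passed at 72 h against untreated without untreated replicate 2 (-0.20), without RA 72 h replicate 1 (-0.21) or with a filter at a mean of 50 (-0.26). Of the 32 collagens, 2 were called higher and 6 lower at 72 h against untreated. Among genes chosen after their values were seen, Col8a1 rose (1.79) and Col3a1 (-1.43) and Col11a1 (-1.15) fell. Col1a1 (-0.02) and Col5a2 (0.06), chosen in the same way, were among the most abundant and did not change detectably. Col1a2, also abundant and so chosen, fell (-0.47, adjusted p 0.0239) without reaching the 2-fold minimum.

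The study compared its genes of dense growth with those that RA changes, to look for genes through which RA acts against growth in 3 dimensions. Of 529 tested genes induced in dense culture, 41 were called lower at 72 h, where 8.06 would be expected by chance (Fisher's exact test, two-sided, adjusted over 12 tests, p 8.01e-18), and 42 were called higher, with 11.4 expected (adjusted p 3.32e-13). Of 579 genes repressed in dense culture, 44 were called higher (12.4 expected, adjusted p 3.32e-13) and 19 lower (8.82 expected, adjusted p 0.00219). At 12 h the overlaps lay elsewhere: 38 genes induced in dense culture were called higher (5.89 expected, adjusted p 8.45e-20) and 2 lower (1.63 expected, 0.688), while 5 of the repressed list were higher (6.44 expected, 0.688) and 8 lower (1.78 expected, 0.000543). Between 12 h and 72 h, 31 of the induced list fell (3.88 expected, adjusted p 1.75e-19) and 31 of the repressed list rose (4.43 expected, adjusted p 6.56e-18), against 8 and 7 that moved in the other directions. Col6a3, Col6a2 and Mgp were among the 41 genes, and 20 of the 41 fell at least 3-fold. On the study's own list of 42 genes lowered by RA, 15 were on its list of genes induced in dense culture and 8 on the repressed one. On its list of 80 genes raised by RA, 26 and 5 were. By the 3-fold rule, 20 lowered and 25 raised genes were on the induced list, and 7 and 5 on the repressed one. Genes within a list are not independent, so these p-values describe the overlap of lists only.

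**Figure D4:**
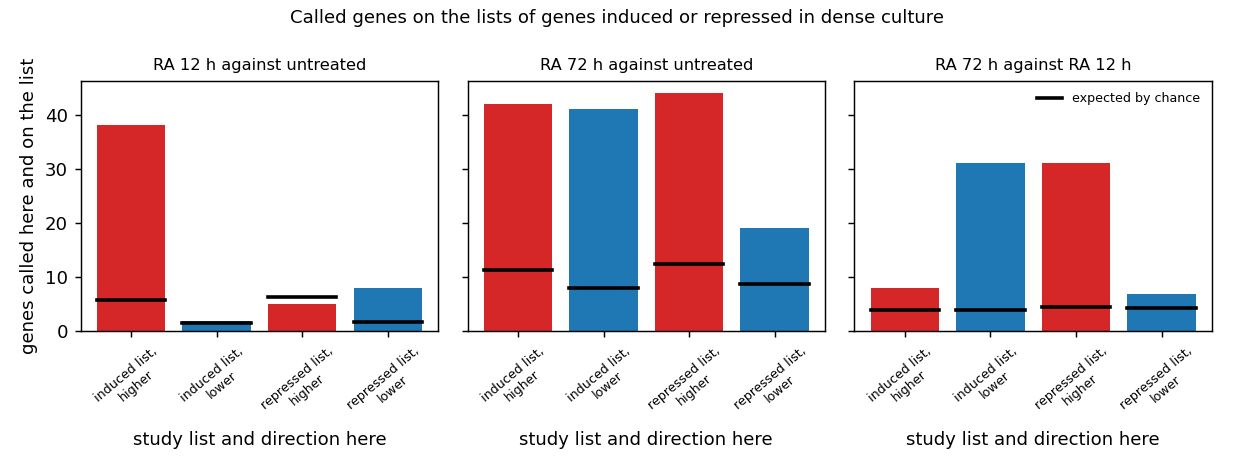
Bars count the genes called higher (red) or lower (blue) in each contrast that are on the study's lists of genes induced or repressed in dense culture, and black lines give the number expected by chance among the 12673 tested genes. At 72 h, 41 genes of the induced list were lower and 42 were higher, against 8.06 and 11.4 expected.

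Genes of the Hippo pathway in the panel were not called in any contrast. Wwc1, which encodes Kibra, had log2 changes of 0.31 (adjusted p 0.278) at 12 h and 0.44 (adjusted p 0.0849) at 72 h. Yap1 changed by -0.09 and 0.02, and Wwtr1 by 0.07 and 0.33. Fat4 at 12 h (-0.59, adjusted p 0.0174) and Lats2 at 72 h (0.49, adjusted p 0.0286) passed the adjusted p below the 2-fold minimum. Ctnnb1 stood at 7104 ± 967, 5921 ± 913 and 6425 ± 554 normalised reads, a difference not detected beyond the spread between replicates (adjusted p 0.351 and 0.636 against untreated). Taf4a (ENSMUSG00000039117, chromosome 2, 179646851 to 179711351) was listed at 1252 ± 178, 1089 ± 96.0 and 1409 ± 56.3 normalised reads in these cells labelled TAF4-null. Its RA changes were not called (-0.19 and 0.18, adjusted p 0.448 and 0.451). Taf4b was listed at 66.2 ± 5.59, 75.0 ± 23.0 and 50.2 ± 0.97. Of the other panel genes, Vav3 at 12 h (0.75, adjusted p 0.0183) passed the adjusted p below the 2-fold minimum, and Lats1, Col18a1, Fgf2, Usp18 and Olfm1 were called in no contrast. The group means of Fgf2 lay between 14.6 and 19.7 normalised reads, and the estimated gene-body background was 50.9% to 52.5% of them.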

Values the study reported

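The study summarised the response to all-trans retinoic acid by changes of at least 3-fold. After 72 h it gave 80 genes with increased expression, of which 32 had also increased at least 3-fold after 12 h. It gave 42 transcripts with decreased expression at 72 h, of which 8 had also decreased at least 3-fold after 12 h. It described Col6a3 as repressed at 72 h, and Col6a2, Col5a3 and Col7a1 as repressed to a smaller degree. In a separate RT-qPCR on cells grown dense before RA, it found a negligible fall of Col6a3 at 12 h and stronger falls later.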

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

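Each result in this part stands out because the effect of RA at 72 h differed from that at 12 h in a direct limma test of the 2 RA groups, for genes named by the rule, or in a camera test of that contrast, for gene sets. The tests of the sides of the libraries and of sparser growth were chosen after the result was seen. Groups of 2 and 3 libraries are too small to look for a single outlying library.

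Among the collagens of the panel, the effect at 72 h was lower than at 12 h for Col6a3 (-2.57), Col7a1 (-2.18), Col5a3 (-1.65) and Col6a2 (-1.16), on the log2 scale. Col7a1 stood above untreated cells at 12 h (0.55, adjusted p 0.111, not called) and below them at 72 h. The effect was also lower for Mgp (-2.57), Spp1 (-1.36) and Sfrp2 (-1.19), and it was higher for Wnt11 (2.95) and Dhrs3 (1.14). Mgp and Wnt11 were not called at 12 h. Among the genes named for the size of their change, the effect was higher at 72 h for Hist1h1d (2.38), Ddx25 (2.17), C230078M08Rik (2.15), Cdo1 (2.11), Fbln7 (1.70) and Prss35 (1.33), and lower for Ccl5 (-3.35), Penk1 (-2.72), Mmp10 (-2.43), Stmn2 (-1.74) and 1190002H23Rik (-1.23). In each of the 20 genes, every library of one RA group lay on the same side of every library of the other, which the rule for naming required of 10 of them and chance gives in 20% of genes. The difference for Prss35 was not called when RA 12 h replicate 1 (1.4), 2 (1.25) or 3 (1.32) or RA 72 h replicate 1 (1.25) or 2 (1.4) was left out, without a filter, or with the gene-body background subtracted. That for Stmn2 was lost without RA 72 h replicate 1 (-1.4), and that for C230078M08Rik without RA 72 h replicate 2 (1.86) or in the fit with the background subtracted. No background was subtracted from C230078M08Rik itself.

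Gene sets differed too. The cell-cycle set was higher at 72 h than at 12 h (median 0.694 over 33 genes), as were the genes repressed in dense culture (0.168 over 579). The collagens (-0.137 over 32) and the genes induced in dense culture (-0.126 over 529) were lower, but not with an estimated inter-gene correlation. Within the cell-cycle set, members chosen after their values were seen moved apart: Cdc20 (1.47), Kif20a (1.34), Bub1b (1.16) and Cenpe (1.08) rose, while Mcm2 (-0.15), Mcm6 (-0.08), Pcna (-0.12) and Ccne1 (-0.06) did not change detectably.

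Several technical explanations were weighed. The 2 sides of libraries do not account for these differences as a whole: the changes from 12 h to 72 h within side 1 and within side 2, which share no library, were correlated across all tested genes (Pearson's r 0.538). Scaling moved little in these quantile-normalised values: with TMM factors 193 genes were called, the 190 among them. Reads spread over the gene body were judged through genomic span. Span ran with the 12 h and the 72 h changes alike (Spearman's rho 0.203 and 0.178 across genes) and little with their difference (0.029). Subtracting the estimated gene-body background left 207 calls, 169 of them shared. Denser growth by 72 h would by itself raise the genes induced in dense culture, but their median fell by 0.1265, and the repressed list rose. RA may act on these lists too, and no untreated library at 72 h shows their course without it. Denser growth is therefore not excluded. Sparser growth at 72 h than at 12 h would lower the induced list and raise the repressed list (0.168) and the cell-cycle set, as seen. The labels give no density, so it stays open as a candidate cause of the shifts in these lists. Reads shared between paralogs were not tested. Of the biological explanations, longer exposure to RA and longer time in culture both separate these groups, and without an untreated library at 72 h no value in the table divides them. The later effects on these genes may reflect a slower, indirect response to RA, but that stays a hypothesis. For Col6a3 alone, the study also ran RT-qPCR with and without RA, on cells grown dense beforehand. It reported that Col6a3 rose over that time without RA and was lower with RA at 72 h. In that culture, time alone did not lower Col6a3.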

How the results depend on the processing

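Alternatives were run for 14 summary results, giving 281 values, of which 255 stayed within 1.5 times the reported count or on the same side of their test, and 0 reversed. The side of the libraries as a term and the subtraction of gene-body background were chosen after seeing the data. DESeq2 and edgeR on whole reads were planned but not run, because whole reads cannot be recovered from quantile-normalised values. Scaling to one total per library changed nothing by construction, since the columns already share a total, so it says nothing about stability and is left out of the totals given here.

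The threshold moved the counts most, by its own construction. With the adjusted p alone, 364 genes were higher and 190 lower at 12 h, 771 and 685 at 72 h, and 370 and 370 between them. With the adjusted p and a 3-fold minimum they were 47 and 12, 98 and 67, and 17 and 24.

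A pseudocount of 10 shrinks the changes of genes with low values. It left 122 genes lower at 72 h, and by the 3-fold rule 53 higher at 72 h, 20 of them at both times, and 31 lower, 7 of them at both. A filter at a mean of 50 tested 9478 genes and left 102 genes lower at 72 h, with 60 genes at least 3-fold higher, 27 of them at both times, and 35 at least 3-fold lower. With either setting, genes called lower at 72 h dropped more than those called higher (the share of higher genes went from 58.5% to 65.2% and 65.7%).

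Subtracting the gene-body background raised the genes at least 3-fold lower at 72 h to 148, and those lower at both times to 26; the cause was not tested. The calls were 130 higher and 39 lower at 12 h, 259 and 235 at 72 h, and 98 and 109 between them.

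Leaving out one library in turn gave ranges. At 12 h the genes called higher ran from 117 to 241 and lower from 28 to 81, with the highest values of both without untreated replicate 3, a library whose loading on the within-group axis is the largest in size (-0.62). Without it the untreated libraries are all on side 1, so treatment and side are partly confounded in that fit. At 72 h they ran from 220 to 393 and from 136 to 248, and between 72 h and 12 h from 69 to 103 and from 76 to 108. By the 3-fold rule the ranges were 94 to 117, 35 to 55, 63 to 91 and 9 to 16. Spearman's rho of the changes at the 2 times ran from 0.385 to 0.668. The rho of 0.522 without untreated replicate 2 fell below its highest simulated value of 0.531. The simulated value was 0.439 with all libraries and 0.53 to 0.531 without any single untreated library. Its rise thus goes with having fewer shared libraries and is not particular to replicate 2. Without untreated replicate 1 the rho of 0.543 passed its simulated value of 0.53 only narrowly. Sets past camera's threshold ran from 8 to 10, and the calls among the study's 80 and 42 RA genes from 75 to 80 and from 42 to 42. Where a group kept 1 library at 72 h, that library was assumed to vary like the others.

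With the replicate number as a block, 139 genes were higher and 35 lower at 12 h, 264 and 166 at 72 h, and 89 and 83 between them, with 171 of 180, 409 of 465 and 158 of 190 calls shared. The numbers do not pair the libraries, as the correlations of deviations between same-numbered libraries ran from -0.474 to 0.42. The other alternatives (TMM, median-of-ratios factors, quantile normalization of the tested genes, pseudocount 0.5, no filter, robust moderation, 2 groups in the fit, unadjusted p with 2-fold, side as a term) kept each count within 1.5 times of that reported.

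Single genes and sets were followed too. Of 3213 values of 141 gene effects, 3139 stayed on the same side of the threshold, 57 lost a call, 17 gained one and 0 reversed, and 114 of the 141 effects kept their side under each alternative in which they were tested; some genes were not tested with the filter at a mean of 50. Calls of genes between 2-fold and 3-fold are lost under the 3-fold minimum by its construction. Of 456 values of 24 set tests, 448 stayed, 2 were lost (the collagens and the genes induced in dense culture between 72 h and 12 h, under an estimated correlation) and 6 were gained. That tally leaves out fry, with which 16 of the 24 tests passed against 8 with camera. Depth cannot be judged from these columns. Low values varied more between libraries, for a cause that was not tested: the SD of log2 differences between a library and the others was 0.587 to 0.755 for genes with a mean from 10 to 50, and 0.299 to 0.374 at 1000 and above.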

Other observations

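Of the tests in this part, those chosen only after the result was seen are the tests of replicate number, independent noise and transcript length, of genomic span among genes with a mean of at least 1000, of genes that pass any threshold, both tests of DpnII sites, the lists matched on span, the test of the cell line, and the test of reads in untreated replicate 2.

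The number of genes called at 12 h was set beside all splits of the 6 libraries into groups of 3 and 3. The labelled split called 180 genes and the other 9 called 0 with limma, so 1 of the 10 splits gave as many. With 10 splits that share cannot go below 0.1, and chance cannot be excluded by this count. In 100 simulations of unchanged groups at most 0 genes were called at 12 h by limma, but their noise was independent between libraries, without the shared axis described next. At an unadjusted p below 0.05, the labelled split gave 2065 genes and the split that follows the 2 sides of libraries gave 3035, more than the labelled one; the other 8 gave 136 to 400. With the side as a term, 197 genes were called, 172 of them among the 180.

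The parting of the 8 libraries into 2 sides that cross the groups was tested against several explanations. Independent noise is argued against by the share of variance on the axis, 50.08% against at most 21.8% in simulations. A batch shared by replicate number is argued against by correlations of deviations as low as -0.474 between same-numbered libraries. Removing each library's trend with transcript length left the axis with 49.2% of the variance, removing that with the distance of the last DpnII site from the transcript end left 50.4%, and removing that with the GC content of the tag left 49.2%. A difference in depth would fade among abundant genes, but the axis held 65.5% of the variance among genes with a mean of at least 1000. Culture density was neither shown nor excluded. The genes induced and the genes repressed in dense culture had median axis scores of 0.086 and 0.047, with members on both sides of 0 (58.8% and 54.1% above it). Both medians lay above 500 random lists matched on level (highest 0.076 and 0.039) and within those matched on level and span (0.017 to 0.135 and -0.038 to 0.064). Genomic span is the property that the axis followed most: Spearman's rho across genes was -0.336, against -0.185 for transcript length, and -0.567 among genes with a mean from 10 to 50. The sign of the trend with span parted all 8 libraries by side, and so did that of the weaker trend with transcript length. A candidate explanation for part of the axis is that the libraries hold different amounts of reads from genomic DNA or unspliced RNA, counted over whole gene bodies. It is not the whole of it. Removing the trend with span lowered the share over all genes from 50.3% to 41.6%, but among genes with a mean of at least 1000 it went from 65.6% to 65.1%. What separates the sides there stays open, as do culture density and a difference in library preparation, for which the labels give no date or batch.

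The table holds no read positions, so reads over gene bodies were judged from the values of long genes. All 199 genes longer than 0.5 Mb stayed off the floor in every library, the lowest value being 4.88 normalised reads. The 25th percentile of their normalised reads per Mb was 73.8, 56.4, 83.2 and 91.9 in the libraries of side 1 and 118, 117, 117 and 131 in those of side 2. The 5th percentile over genes was 101 reads per Mb for spans of 0.02 to 0.05 Mb and 71.3 for 0.4 to 0.8 Mb, and fell to 40.7 for the 83 genes above 0.8 Mb, so the lower limit is not constant per Mb. Reads from genomic DNA or unspliced RNA may thus set a lower limit on listed values that grows with gene span (rho of the axis with span -0.336); the 2 sources were not separated. For most named genes the estimate is small, as for Col6a3 at 72 h (8.53% of its value), and for Rarb in untreated cells it is large (70.7%). These shares rest on the 25th percentile, and a lower percentile would give smaller ones.

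Genes lowered by RA at 72 h overlapped the genes induced in dense culture in 41 genes, with 8.06 expected, which argues against chance. Genes that pass thresholds in any comparison would divide alike by direction between the 2 lists, and whether they did depended on the threshold. Among called genes, 41 lowered genes were on the induced list and 19 on the repressed list, and 42 and 44 raised genes (odds ratio 2.26, Fisher's exact test, p 0.027). By the 3-fold rule the odds ratio lay on the other side of 1 and was not significant: 20 and 7 lowered genes, and 25 and 5 raised genes (0.57, p 0.519). On the RA lists of the study it was 0.36 (p 0.197). At 72 h, therefore, an effect against the dense-growth programme cannot be told apart from genes that pass thresholds in any comparison, since at 3-fold the raised genes lay more on the induced than on the repressed list as well. The odds ratio was 17.2 in the difference between 72 h and 12 h (p 7.52e-08) and 0.03 at 12 h (p 5.3e-05). Time in culture and culture density stay open too, and some of the genes that rose are mitotic (Cdc20, Kif20a, Bub1b and Cenpe, chosen after their values were seen).

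Few transcripts with no DpnII site (GATC) were listed at high values. Of 284 such genes, 1.41% had a mean of at least 100, against 41.6% of 18892 genes with a site. Transcript length accounts for much of that gap: among the 50 genes with a site nearest in length to each, 17.7% reached 100, which gives 50.2 genes expected against 4 seen (the lowest of 1000 draws was 30), while the medians were alike (2.54 and 2.49). Length is argued against as the whole cause, since among transcripts of 500 to 1000 bases 0 of 106 without a site (0.0%) and 337 of 1648 with one (20.5%) reached 100 (Fisher's exact test, p 1.21e-10). Below 500 bases the shares were 2.88% and 7.25% (p 0.148). Over all 18892 genes with a site the level rose with transcript length (Spearman's rho 0.332), and among the 12158 of them that were tested, which were selected on level, it did not (-0.074). The shortage of high values is consistent with the tag protocol of the labels (1.41%), in which a transcript is read beside a DpnII site. No biological explanation was tested.

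Taf4a was listed at 1252 ± 178 normalised reads in untreated cells labelled TAF4-null (n = 3). Its 3'-most DpnII site lies at 179647064 to 179647067 on chromosome 2, in the 3' UTR of exon 15 of 15, 217 bases from the transcript end. A tag read there could be present whether or not an upstream exon was deleted. The labels do not say which part of the gene was removed, and without reads along the gene this cannot be told apart from an intact transcript. The titles of all 8 libraries carry cl1, which resembles the study's name for its TAF4-expressing line, while their genotype label is TAF4-null and the study's methods and supplement name the TAF4-null line for the RA-treated cells. Without a library of known TAF4-expressing cells, the level of 1252 cannot be told apart from that of such a line.

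Untreated replicate 2 was the library farthest from the others, with an SD of log2 differences of 0.531 over the tested genes, against 0.418 to 0.495 for the other 7. Genes listed just above the floor in it were only 0.016 higher (log2, in the other 7 libraries) than genes at its floor, where the gap was 0.294 to 0.448 in the other libraries. A library with fewer reads, in which low values carry little information, would give such a gap, so lower depth in that library is a candidate cause (0.016). At a mean of at least 1000 its SD of 0.374 was the same as that of RA 72 h replicate 2. No biological explanation was tested.

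By the 3-fold rule, 68 genes were lower at 72 h in this re-analysis. That is a higher count than the study's results gave for a 3-fold change. The study's methods, however, name a 2-fold cut-off for the RA comparison, with a p-value of at most 0.05. Its list holds some genes below 3-fold by the ratio of group means in the table, the smallest log2 ratio being 1.52 in size. The count was 31 with a pseudocount of 10, 35 with a filter at a mean of 50, and 148 with the gene-body background subtracted. The first and second of these lie below the study's count, so the direction of the gap depends on the setting.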
